# Optimizing RNA extraction methods for high-throughput transcriptome sequencing of formalin-fixed paraffin-embedded cardiac tissue specimens

**DOI:** 10.1371/journal.pone.0315098

**Published:** 2024-12-26

**Authors:** Nkechi Martina Odogwu, Jin Sung Jang, Sabrina Albertson, Clinton Hagen, Boyd Rasmussen, Oommen Saji, Timothy J. Nelson, the Wanek Program Preclinical Pipeline

## Abstract

Archived FFPE cardiac tissue specimens are valuable for molecular studies aimed at identifying biomarkers linked to mortality in cardiovascular disease. Establishing a reliable and reproducible RNA extraction method is critical for generating high-quality transcriptome sequences for molecular assays. Here, the efficiency of four RNA extraction methods: Qiagen AllPrep DNA/RNA method (Method QP); Qiagen AllPrep DNA/RNA method with protocol modification on the ethanol wash step after deparaffinization (Method QE); CELLDATA RNA extraction (Method BP) and CELLDATA RNA extraction with protocol modifications on the lysis step (Method BL) was compared on 23 matching FFPE cardiac tissue specimens (n = 92).In comparing RNA quality metrics across FFPE RNA extract, nucleic acids extracted deploying Method QE and QP produced the highest RNA yield. However, Method QE outperformed Method QP as more extract from Method QE had DV 200 values above 30%. Both method BL and BP produced similar range of RNA purity and yield but more extract from Method BL had DV 200 values above 30% compared to Method BP. When accessing distribution value, Method BL outperformed Methods BP, QE, and QP as more extracts from Method BL had DV 200 values above 30% compared to other methods (P_DV200_<0.001; Kruskal-Wallis). Method QE outperformed other methods in terms of RNA yield. RNA extracts from Method QE, characterized by high RNA yield, achieved sequencing results comparable to those from Method BL, characterized by high DV200 values. Our findings reveal that optimizing protocols can yield higher-quality RNA, facilitating the exploration of more disease conditions with high-resolution transcriptome profiling.

## Introduction

Cardiovascular diseases (CVDs) are the most common and fatal disease in the United States [1]. In 2008, approximately 17.9 million people died from CVDs, representing 32% of global deaths [2]. Based on numerous lines of research, most CVDs are believed to be multifactorial genetic conditions, involving multiple genes or environmental factors [3, 4]. The current standard for studying certain genetically related CVDs is establishing preclinical animal models recapitulating actual CVDs in humans and deciphering gene expression profiles across cardiac tissues and liquid biopsies (whole blood, plasma, serum, buffy coat, isolated blood cells) via robust sequencing technology [5, 6]. Biological processes associated with diseases can be delineated by pinpointing transcriptomes and their changes in expression at the RNA level [7, 8]. Worth mentioning is the fact that in any transcriptome profiling study, minimal RNA degradation is paramount to reliable downstream analysis. In the context of clinical samples especially in cardiovascular research, obtaining samples with intact RNA can be challenging with the scenario of samples remaining on the bench at room temperature while the cardiologist tends to the patient.

FFPE-preserved samples are a great source of treasure as interesting tissue samples are archived for future investigation however, clinically relevant questions remain, such as what assay method across several commercially available kits can provide quality RNA extract, what quality metrics or analytical variables can accurately predict the successful performance of FFPE-derived RNA on molecular platforms, and how accurate are the results from the derived data? Fixation of tissues causes modifications of biomolecules such as cross-linkage of nucleic acids with proteins, RNA fragmentation, and covalent modifications of both DNA and RNA, making it challenging to extract nucleic acids of high quality from FFPE tissues [9, 10]. Aside from RNA fragmentation, the quality of RNA is affected by other parameters such as time from sample retrieval to fixation, duration, and conditions of fixation, the paraffin embedding procedure, and sample storage, which can impact sequence outcome [11, 12]. Therefore, it is important to truly assess the accuracy and reproducibility of various protocols. As an illustration, in an Equine model, Boos and others demonstrated that tissue-specific adaptation may impact the sensitivity of the molecular technique, therefore optimizing RNA methods beyond the recommended commercial manufacturer’s methods becomes extremely important [13]. Carithers et al. (2021), work also demonstrated differences in RNase activity across various tissue types [14]. Currently, available commercial kits for tissue specimens may not consider these differences in RNAse activity across various tissue types therefore optimizing or adding steps to improve the quality of RNA extract for better transcriptome sequence outcomes remains crucial [15]. Here we hypothesize that additional steps beyond the manufacturer’s protocol could improve RNA yield and integrity of FFPE-derived samples and subsequently improve sequence outcomes. Furthermore, RNA quality metrics such as RNA yield, RNA purity (A260/230 and A260/280), RIN integrity, and RNA fragment length (DV200) are also hypothesized to impact sequencing outcomes [16], however, these variables have not been extensively studied in FFPE cardiac tissues.

As transcriptome analysis becomes more important in routine patient diagnosis and as evidence builds that certain FFPE-processing parameters, such as prolonged formalin fixation of 48 to 72 hours, and prolonged time of storage (more than one year) may compromise molecular analysis and sequence outcome [17, 18], researchers may wish to explore ways to improve practices by optimizing and evaluating multiple protocols for better transcriptomic sequencing outcomes. Here we describe optimized methods of RNA isolation from FFPE-cardiac tissues in a non-human primate (*Macaca mulatta*) model of right ventricular pressure overload, we discuss the respective performance of the different RNA extraction protocols on gene expression detection and pinpointed suitable reproducible methods that consistently yielded high-quality transcriptome sequences, enabling the study of differentially expressed genes.

## Methods

### Animal welfare

This study was performed in compliance with the Animal Welfare Act (United States Code, Title 7, Chapter 54) and the United States Department of Agriculture Animal Welfare Regulations (Code of Federal Regulations, Title 9, Chapter 1, Subchapter A, Parts 1–4). The protocol was reviewed and approved by the WNPRC (Wisconsin National Primate Research Center) Institutional Animal Care and Use Committee (IACUC). All experiments were performed in compliance with the ARRIVE guidelines as previously described [19]. Non-human primates of *Macaca mulatta*, a breed of Indian origin, were born in-house at the Wisconsin National Primate Research Center (WNPRC) or sourced from a WNPRC-approved vendor in accordance with WNPRC requirements. Study animals were housed in standard caging according to WNPRC institutional guidelines and in compliance with the space requirements of the Guide for the Care and Use of Laboratory Animals and Animal Welfare Regulations. A comprehensive environmental enrichment program was put in place to ensure the psychological well-being of the nonhuman primates housed in this facility. Temperature and humidity are monitored daily by animal care personnel. Temperature is maintained between 65-75ºF and humidity between 30–70%. Study animals were fed a standard chow formulated for nonhuman primates. Fresh produce and treats were provided daily, and foraging devices were provided at least weekly following WNPRC procedures. Water was provided ad libitum. Euthanasia by exsanguination under deep anesthesia was performed at the end of the study. Animals were deeply anesthetized with ketamine followed by pentobarbital and the thoracic cavity was surgically opened to allow cannulation of the left auricle and transection of the right auricle. The descending aorta was clamped, and physiological heparinized saline was perfused followed by 4% paraformaldehyde. Death was verified by visual observation of cessation of a heartbeat. Cardiac tissue samples were collected by a certified pathologist and embedded in paraffin blocks. Samples were archived at room temperature (RT) for over 1 year.

### Assessment of RNA extraction protocols

The following kits and modifications were tested for evaluation of the most effective RNA isolation method: the AllPrep DNA/RNA FFPE kit (catalog #80234, Qiagen, Hilden, Germany) (**Method QP**), AllPrep DNA/RNA FFPE kit (catalog #80234, Qiagen, Hilden, Germany), with protocol modification on the ethanol wash step after deparaffinization (**Method QE**), CELLDATA RNAstorm 2.0 FFPE RNA Extraction kit (catalog **#**CD506 Biotium—USA) (**Method BP**) and CELLDATA RNAstorm 2.0 FFPE RNA Extraction Kit (catalog **#**CD506 Biotium—USA) with protocol modifications on the lysis step **(Method BL)** (Table 1).

**Table 1:** Overview of FFPE cardiac tissue RNA extraction methods.

Characteristics	Method QP	Method QE	Method BP	Method BL
Kit name	AllPrep RNA FFPE kit	AllPrep RNA FFPE kit with protocol modification on the ethanol wash steps after deparaffinization	CELLDATA RNAstorm 2.0 FFPE RNA Extraction Kit	CELLDATA RNAstorm 2.0 FFPE RNA Extraction Kit with protocol modification on lysis step
Supplier	Qiagen	Qiagen	Biotium	Biotium
Level of automation	Manual	Manual	Manual	Manual
Deparaffinization	Xylene	Xylene	Deparaffinization using included reagent	Deparaffinization using included reagent
Protocol Modification	No- Only 1 ethanol wash step in (96–100%) after deparaffinization with xylene	Yes- 3 ethanol wash steps (96–100%) twice and in 70% ethanol with 2 mins centrifugation at each wash step	No- Mixing RNAstorm FFPE Lysis Buffer with RNAstorm^™^ FFPE Protease and incubating at 72°C for 2 hours.	Yes- Mixing RNA storm FFPE Lysis Buffer with RNAstorm^™^ FFPE Protease and incubating at 72°C for 24 hours.
Hands-on time from section preparation to elution	2 h 00 min	2 h 00 min	2 h 00 min	2 h 00 min
Incubation and centrifugation	1 h 10 min	1 h 30 min	3 h 30 min	25 h 30min
Total turnaround time	3 h 10 min	3 h 30 min	5 h 30 min	27 h 46 min
DNase treatment	Included	Included	Included	Included
Eluate volume	20 μL	20 μL	50 μL	50 μL

### RNA extraction

All isolation procedures were performed under standard laboratory conditions. The overview of experimental design is described in Fig 1. FFPE tissues were processed, and RNA was extracted. Genomic DNA was removed during RNA extraction for all methods. Total RNA concentration was qualified by Nanodrop (Nanodrop Technologies, Wilmington, DE) and the Agilent Fragment Analyzer (Santa Clara, CA). RNA quantity was determined using Qubit fluorometry (ThermoFisher Scientific, Waltham, MA). The RNA purity was determined by measuring the 260/280 and 260/230 nm absorbance ratios, using NanoDrop ND-1000 spectrophotometer. The distribution value 200 (DV200) quality metric which describes the percentage of RNA fragments longer than 200 nucleotides was determined using Agilent fragment analyzer, which separates DNA, RNA, and protein samples based on electrophoretic and microfluidic characteristics. DV200 is routinely used as an assessment standard for RNA quality because of its high correlation with the library yield of FFPE samples.

**Fig 1:**
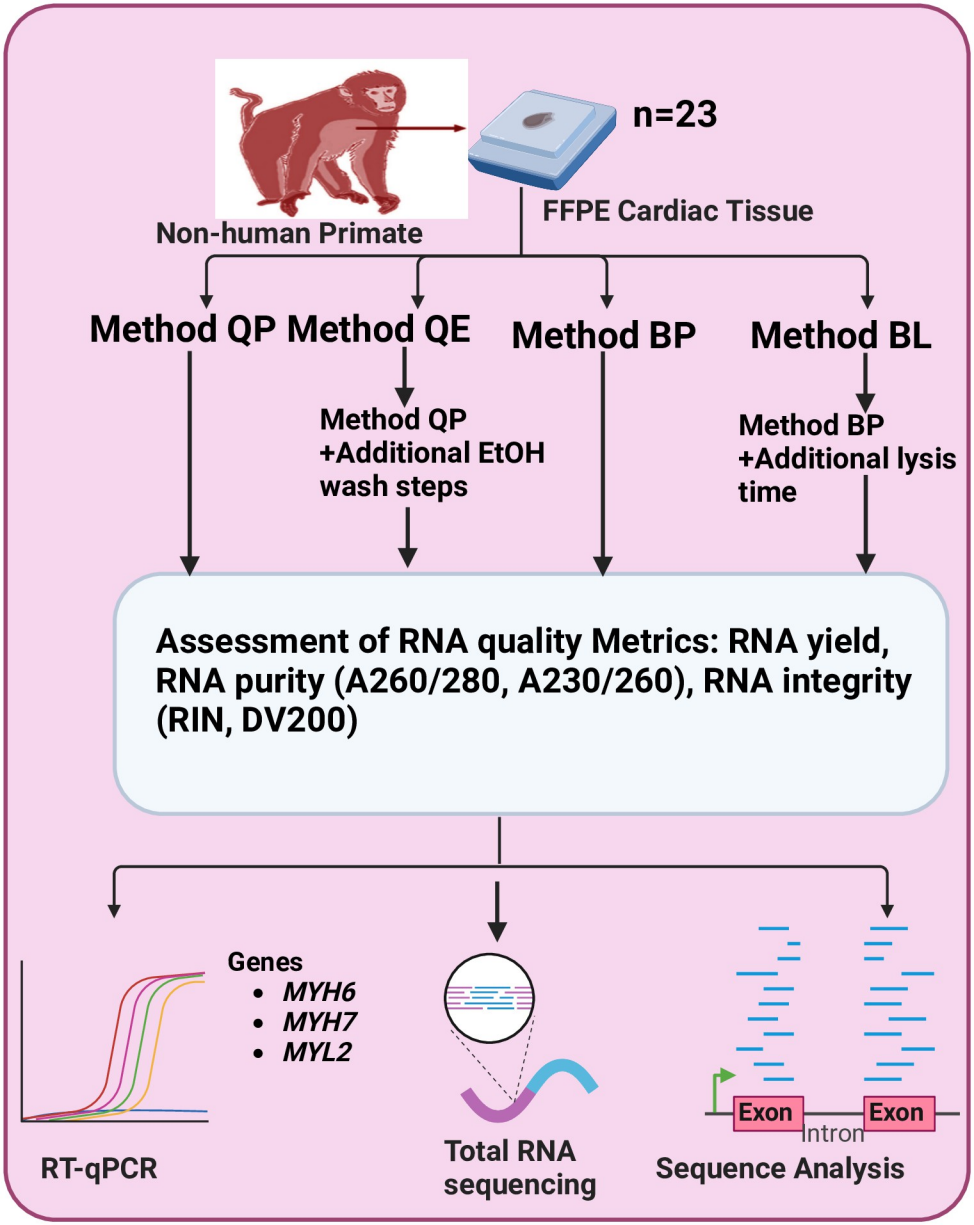
Overview of experiment design.

### Cardiac gene amplification (Quantitative Real-time Polymerase chain reaction, RT-PCR)

DNase-treated total RNA was reverse transcribed and amplified by real-time quantitative PCR on a QuantStudio 7 Pro System (Applied Biosystems). The relative mRNA expression of genes was examined using quantitative PCR with gene-specific primer sets (IDT, USA). Primers were synthesized with the Integrated DNA Technologies Primer Quest Tool. Amplification of the following genes: MYL2, MYH6, and MYH7 was done using the QuantiTect Reverse Transcription Kit (QIAGEN GmbH, Hilden, Germany) Thermocycling condition was set as follows: 95 °C for 5 min, 35 cycles of 98 °C for 20 s, 55 °C for 19 s, and 72 °C for 60 s, a final 72 °C extension for 5 min and hold at 4 °C. Each sample was run in duplicate and analyzed using the QuantStudio 7 Pro System design and analysis software. Primer sequences of each gene are provided in S1 Table.

### RNA-Seq library construction and data analysis

Sequencing was performed in collaboration with the Mayo Clinic Genome Analysis Core. Total RNA sequencing was performed using the Illumina Stranded Total RNA-Seq Ligation kit (Illumina, San Diego, CA) on RNA samples obtained from non-human primates. Each 1 μg of FFPE-derived RNA was treated with DNaseI (Zymo, USA) to remove single-stranded DNA. This was followed by an RNA XP bead (Beckman Coulter, USA) clean-up step for RNA purification. Before library construction, the RNA was quantified using Nanodrop (Thermo, USA) and 100ng was taken for rRNA removal using the Ribo-Zero Plus rRNA Depletion Kit (Illumina, USA). Briefly, the 100ng of total RNA was hybridized with single-strand DNA probes, and RNase H digestion was performed. DNaseI was used to remove the excessive single-strand DNA probes after RNase H digestion. The depleted RNAs were then enriched with 1.8 times amounts of Ampure RNA Clean XP beads and eluted with 10 μl of nuclease-free water. The RNA-Seq library was generated without fragmenting the RNA. The constructed libraries were quantified using the TapeStation 4200 system (Agilent, USA) and Qubit dsDNA BR Assay kits (Thermo Fisher, USA). The libraries were sequenced following Illumina’s standard protocol for the Illumina NextSeq 2000. The NextSeq P2 flow cells were sequenced as 101 bp paired-end reads using NextSeq 1000/2000 Control Software Suite v1.5.0 and RTA3. All libraries were sequenced 101 bp paired end reads on Illumina NovaSeq 6000. Approximately 56 to 87 million (M) pairs of total reads were generated from each library. FASTQ files were uploaded into Partek Flow software (Partek Inc., USA) for primary QC. The STAR (2.7.8a) aligner was used to align reads to the Macaca mulatta (Mmul_10) reference genome. The generated BAM files were quantified using the Partek E/M algorithm [20] (Xing et al, 2006) by Ensembl annotations (Ensembl Transcripts release 110) and then normalized using the Median of ratios method [21]. The BAM files were also used for rRNA quantification, calculated using the percentage of the total mapped reads using the Partek E/M algorithm. Normalized expression values (log2-transformed + 1) were used for sample correlation analysis. Sequence mapping to the genome and the transcriptome was visualized in Integrative Genomics Viewer (IGV, Broad Institute) [22].

### Statistical analysis

All continuous variables are presented as median (IQR) and categorical data are presented as count (%). Statistical testing of continuous variables between dependent group distributions was done using the Wilcoxon rank sum test (W) to account for the paired nature of these data. The Kruskal-Wallis rank sum test (KW) was used for continuous variables to test between independent group distributions. Categorical variables were tested using the Chi-square test. No adjustments were made for multiple testing, the results presented represent all results and are not limited to statistically significant results with Type I error rate of 0.05. Analyses were conducted using SAS/STAT software, Version 9.4 for Windows Server, and R statistical software [23]. For all groups, an asterisk (*) denotes a significant difference between groups where (*p<0.05, ***p<0.005, ****p<0.001).

## Results

### Comparison of RNA extraction methods from FFPE cardiac tissues

Comparing method QP and QE, we found no significant difference in RNA yield, RNA purity DV 200, and RIN value except that more samples had DV 200 above 30% with our optimization step (Method QE) compared to Method QP (8 of 23 vs 6 of 23 samples) (Table 2) (Fig 2A) shows a comparison of RNA yields, purity(A260/280), RIN, and DV 200 values obtained from samples extracted using the four methods.

**Fig 2:**
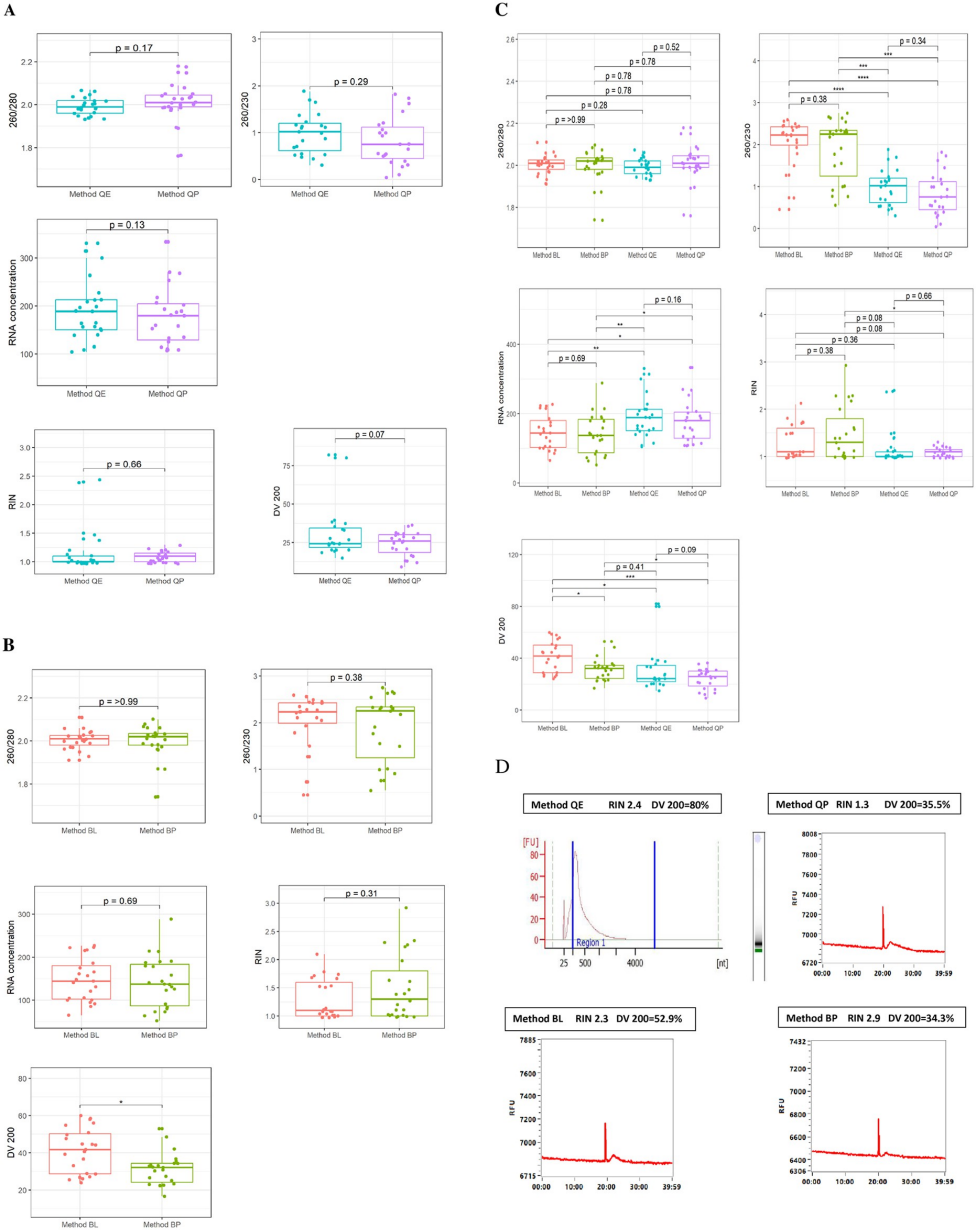
Assessment of RNA quality metrics in cardiac tissue FFPE derived RNA extract. **(A**) Box and whisker plots (min to max) of RNA concentration and RNA purity assessment of 260/230 and A260/280 absorbance ratio based on absorption spectra in RNA samples extracted using Method QP versus Method QE **(B)** Box and whisker plots (min to max) of RNA concentration and RNA purity assessment of 260/230 and A260/280 absorbance ratio based on absorption spectra in RNA samples extracted using Method BL versus Method BP (**C)** Comparison across four methods of extraction, Box and whisker plots (min to max) of RNA concentration, RNA purity assessment of 260/230 and A260/280 absorbance ratio across method BL and BP vs Method QE and Method QP **(D)** Electrophoregram/RNA fragment length across the four methods. For all groups, the asterisk (*) denotes a significant difference between groups, Paired Wilcoxon Signed Rank Test (*p<0.05, ***p<0.005, ****p<0.001).

**Table 2:** Comparison of RNA quality metrics across RNA extraction from FFPE cardiac tissue samples.

	Method BL (N = 23)	Method BP (N = 23)	Method QE (N = 23)	Method QP (N = 23)	p value
**260/280**					0.265^1^
Median (Q1, Q3)	2.01 (1.98, 2.02)	2.02 (1.98, 2.04)	1.99 (1.96, 2.02)	2.01 (1.99, 2.04)	
**260/230**					< 0.001^1^
Median (Q1, Q3)	2.23 (1.99, 2.42)	2.25 (1.25, 2.33)	1.02 (0.61, 1.20)	0.75 (0.44, 1.11)	
**RNA. Concentration**					0.024^1^
Median (Q1, Q3)	144.36 (102.60, 180.37)	137.37 (87.34, 183.47)	188.66 (150.60, 212.69)	179.67 (129.19, 204.25)	
**RIN**					0.039^1^
Median (Q1, Q3)	1.10 (1.00, 1.60)	1.30 (1.00, 1.80)	1.00 (1.00, 1.10)	1.10 (1.00, 1.15)	
**DV200**					< 0.001^1^
Median (Q1, Q3)	41.70 (28.75, 50.25)	32.10 (24.25, 34.35)	24.20 (21.80, 34.40)	25.90 (18.50, 30.10)	
**DV200 above30%**					0.008^2^
No	7 (30.4%)	9 (39.1%)	15 (65.2%)	17 (73.9%)	
Yes	16 (69.6%)	14 (60.9%)	8 (34.8%)	6 (26.1%)	

^1^. Kruskal-Wallis rank sum test

^2^. Pearson’s Chi-squared test

When comparing Method BP and the optimized methods (Method BL), we observed extracts from Method BL had better RNA fragment length for most FFPE samples (13 of 23 vs 16 of 23) (Fig 2B). Overall, there was a marked overlap in the range of RNA purity. All four methods yielded pure RNA extract with similar optimal A_260_/A_280_ ratios (P_260/280_ = 0.265; Kruskal-Wallis). While assessing RNA purity using the A_260_/A_230_ index, purity differed across the four methods (p<0.01) with BP and BL yielding purer material than QP and QE. Method QE yielded significantly higher total RNA concentration compared to the results achieved using other methods (P_RNAyield_<0.05; Kruskal-Wallis). Most extracts from all methods contained relatively degraded RNA, however, extracts from Method BP and Method QE yielded better RIN values ranging from 1.8 to 2.9 (Fig 2C). Fragment length differed across all methods (P_DV200_<0.001; Kruskal-Wallis), with Method BL showing the highest median length and having more extract (16/23 samples) with better fragment length (Fig 2D).

### Influence of RNA extraction method on transcriptomic sequencing

As Method QE yielded more extracts with higher RIN values, more RNA yield but less pure RNA extract, and Method BL consistently yielded purer RNA extracts with better fragment length but lower RIN values, we generated libraries from the two methods to evaluate the sequencing performance of Method BL and QE. Sequence data are summarized in Table 3. 

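Cardiac tissue of 8 rhesus macaques, fixed in formalin and embedded in paraffin, was extracted by Method QE, the xylene protocol with added ethanol washes, and by Method BL, the RNAstorm protocol with a longer protease incubation. Each animal gave 1 library per method, so the 16 libraries form 8 pairs. The libraries were made from total RNA after depletion of rRNA with a stranded kit, so they cover long noncoding RNA and small structural RNA as well as mRNA. The authors aligned the reads with STAR 2.7.8a to Mmul_10 and estimated counts per gene with the Partek E/M algorithm from the Ensembl Transcripts release 110. The deposited table holds these estimated counts, not normalized, for 19425 genes, each with a summed count of at least 10 over all libraries. The counts summed to 15.0 to 25.8 M per library with Method BL (median 17.8 M, n = 8) and to 19.3 to 25.7 M with Method QE (median 22.6 M, n = 8). The mean difference of 3.82 M (SD 4.20, n = 8 pairs) did not pass the exact paired sign-flip permutation test (two-sided, p = 0.0625, and p = 0.0312 without animal I30). The reads of Table 3 are the paper's, and the values given beside the sentences on sequencing use the gene counts unless they name the mapped reads. The estimated counts were rounded to whole numbers, genes with low counts were removed with filterByExpr, the libraries were scaled by TMM, and 14165 genes were tested with edgeR's quasi-likelihood test with the animal as a block. Fold changes are given as Method QE minus Method BL on the log2 scale, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The 2 libraries of an animal were paired by the animal named in the library name and in Table 3, because the replicate numbers of the labels do not follow the same order of animals in both methods. With 8 pairs, the smallest p that the sign-flip test can give is 0.00781. The sources used here do not state whether reads were counted by strand, so overlapping genes on opposite strands may share counts.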

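Counts assigned to annotated genes made up 40.8% ± 2.74 (SD, n = 8) of the mapped reads with Method QE and 32.2% ± 3.43 (SD, n = 8) with Method BL. With the mapped reads as Table 3 prints them, the share was higher with Method QE in 8 of 8 animals (exact paired sign-flip permutation test, two-sided, p = 0.00781). TTN, which encodes the giant sarcomere protein titin, took 9.10% ± 2.22 (SD, n = 8) of the gene counts with Method QE and 10.9% ± 2.59 (SD, n = 8) with Method BL. This difference did not pass the exact paired sign-flip permutation test (two-sided, p = 0.125). Metazoa_SRP, the RNA of the signal recognition particle that guides secreted proteins to the endoplasmic reticulum, took 3.34% ± 1.04 (SD, n = 8) with Method QE and 3.14% ± 0.926 (SD, n = 8) with Method BL (exact paired sign-flip permutation test, two-sided, p = 0.477). The 10 most abundant genes of each library together held 45.0% ± 3.97 (SD, n = 8) of the gene counts with Method QE and 39.9% ± 5.29 (SD, n = 8) with Method BL, higher with Method QE in 6 of 8 animals (exact paired sign-flip permutation test, two-sided, p = 0.0859, and p = 0.0312 without animal 15045). The mapped reads are the paper's values from Table 3, and for 4 of the Method BL libraries they do not give the percentage printed beside them within 0.1 percentage points. With the mapped reads of these 4 moved among them, chosen after the values were seen, so that 3 fit the printed percentage, the share with Method BL was 33.1% ± 8.95 (SD, n = 8), lower than with Method QE in 7 of 8 animals and with no call (exact paired sign-flip permutation test, two-sided, p = 0.0703). The move gave 51.3% for the Method BL library of animal 16010 and 20.3% for that of animal 16116. As printed, these were 34.9% and 28.5%, and all 8 Method BL libraries lay between 28.4% and 38.5%. Pooled over the libraries of a method, which does not depend on the order of the lines of that table, the shares were 40.7% with Method QE and 32.0% with Method BL.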

The average number of reads mapped to the Macaca mulatta (Mmul_10) reference genome averaged 65 million (M) reads (56 M– 87M). Method BL and QE were highly correlated at both gene and transcript levels (ρ_gene-level_ = 0.97, ρ_transcript-level_ = 0.901, Pearson) (Fig 3A). Both methods showed successful removal of most rRNA with < 1% from the total mapped reads 0.1% (0.1–0.3%) (Fig 3B). 

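Across 19425 genes, the mean normalized counts of Methods QE and BL had a Pearson r of 0.994 and a Spearman rho of 0.994 on the log2 scale with 1 added, after scaling by the median of ratios. Within single animals, r between the 2 libraries lay between 0.959 in animal 16116 and 0.980 in animal 16010, with a mean of 0.970 ± 0.00754 (SD, n = 8). The gene profile of an animal was preserved across both extractions. Over the 14165 genes tested, the libraries of the same animal had a mean r of 0.982 between methods, against 0.961 for libraries of different animals and methods, 0.960 for different animals within Method BL and 0.967 within Method QE. Of the 16 libraries, 15 correlated best with the other library of their own animal, and the Method QE library of animal 15045 correlated best with the Method BL library of animal 15089. With the mean of each gene removed, 16 of 16 libraries were matched to their own animal. The mean r within animals was higher than under any other assignment of the animals (exact permutation test, one-sided, p = 2.48e-05, the smallest that 40320 permutations can give). These correlations are across genes, and genes are not independent replicates. Transcript-level counts were not analysed here.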

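The ribosomal protein gene RPL35 and the linker histone gene H1-4 were among the genes higher with Method QE, and the transporter gene ABCC3 and the receptor gene NOTCH4 among those higher with Method BL. Of 14165 genes tested with edgeR, 303 differed between the methods at an adjusted p under 0.05, with 121 higher and 182 lower in Method QE. RPL35, a protein of the large ribosomal subunit, had a log2 fold change of 0.62 (standard error 0.11, adjusted p = 0.0157 from edgeR), from 10.7 ± 4.55 (SD, n = 8) CPM with Method BL to 16.0 ± 4.82 (SD, n = 8) with Method QE. RPL7A (0.56) and RPLP1 (0.54) encode proteins of the same subunit. H1-4 had a log2 fold change of 0.57 (standard error 0.10, adjusted p = 0.0176 from edgeR). PPIH, a peptidyl-prolyl isomerase of the spliceosome, was higher by 0.61, COPS9 of the COP9 signalosome by 0.53, ELOB of the elongin complex by 0.52, COPRS by 0.51, the prefoldin subunit PFDN5 by 0.51 and COX17, a copper chaperone of cytochrome c oxidase, by 0.50. ABCC3, an organic anion transporter, had the most negative log2 fold change of the 10 genes shown here as lower, -0.80 (standard error 0.10, adjusted p = 0.00570 from edgeR), from 11.0 ± 3.61 (SD, n = 8) CPM with Method BL to 6.31 ± 1.96 (SD, n = 8) with Method QE. ANKRD10 was the most abundant of these 10 genes, at 87.8 ± 13.5 (SD, n = 8) CPM with Method BL and 57.3 ± 5.04 (SD, n = 8) with Method QE, a log2 fold change of -0.61 (standard error 0.08, adjusted p = 0.00658 from edgeR). The others were PGGHG (-0.69), STARD9 (-0.69), NUMBL (-0.64), ADAMTS10 (-0.59), ZNF559 (-0.58), SHANK3 (-0.57), ZNF169 (-0.53) and NOTCH4 (-0.52), a Notch receptor of endothelial cells. The rule that chose these 20 genes required the same direction in 8 of 8 animals. Of 520 genes that the table annotates as long noncoding RNA, 22 were lower and 2 were higher, and these 2, COPS9 and NUPR1 (log2 fold change 0.52), were named by the RefSeq gene at the same place, NUPR1 after its values were seen. Of 13350 protein coding genes, 141 were lower and 115 were higher. Ribosomal protein and histone genes have near-identical copies, so their reads may be split between copies. The count of genes was 5 without the animal block (ANKRD10 and 4 genes with an identifier only), 570 with DESeq2, 49 in the 5 animals whose Method BL library name ends in B, 0 in the 3 animals whose name ends in R (870 at an unadjusted p under 0.05), 144 over 12370 genes with a known transcript length and GC content that passed filterByExpr again among such genes, and 5 over the same genes with an offset for both (ABCC3, ANKRD10, ZNF559, 1 gene with an identifier only, and TPM2, named after its values were seen), and without animals 12075, 15089, 16010, 16116, 2740 and I30 it was 198, 44, 59, 74, 37 and 186.

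**Figure D1:**
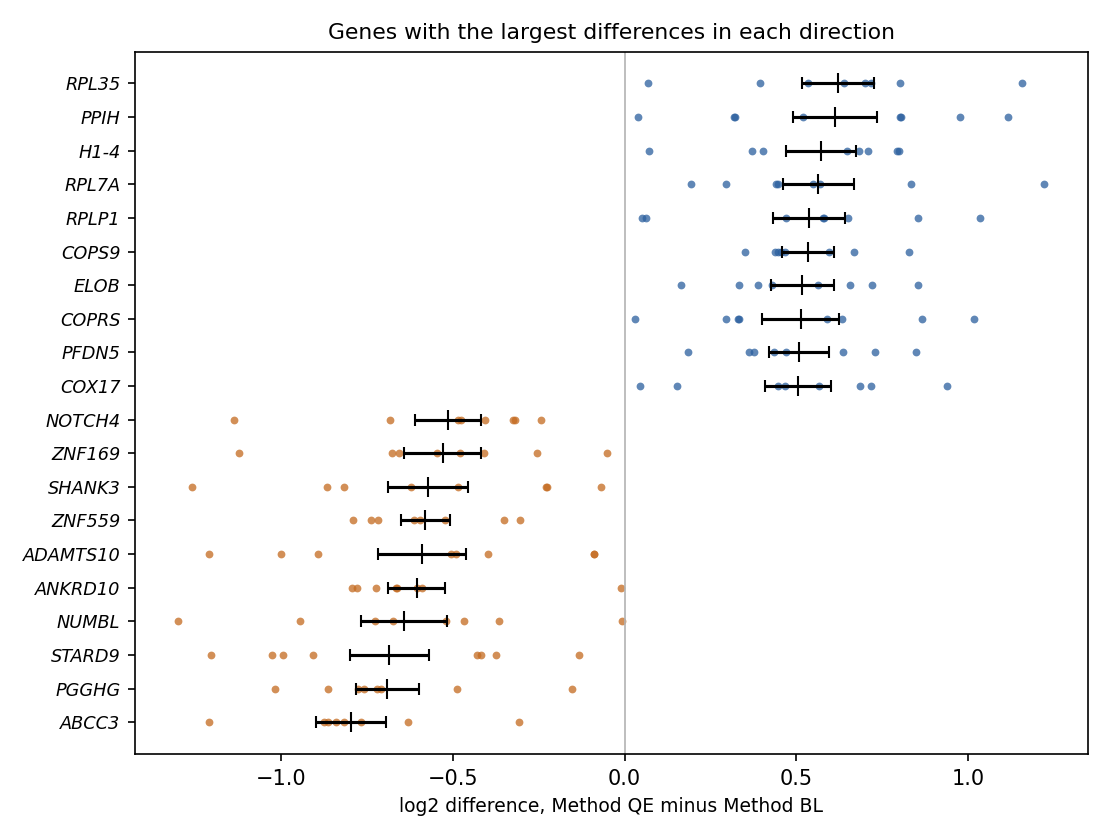
Log2 difference between Method QE and Method BL for the 10 genes with the largest positive and the 10 with the largest negative log2 fold change that met the rule for named genes. Each point is 1 animal (log2 CPM), and the black marks are the log2 fold change of edgeR with its standard error. The points of each gene lie on 1 side of 0, as the rule requires.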

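Genes annotated as rRNA took 0.598% ± 0.317 (SD, n = 8) of the gene counts with Method QE and 0.705% ± 0.255 (SD, n = 8) with Method BL. The share was lower with Method QE in 5 of 8 animals and did not pass the exact paired sign-flip permutation test (two-sided, p = 0.266). Relative to the mapped reads of Table 3, which are the paper's, these genes held a mean of 0.241% ± 0.121 (SD, n = 16) and between 0.101% and 0.510% over the libraries, and without the 2 mitochondrial rRNA genes, left out after the values were seen, a mean of 0.112% ± 0.0705 (SD, n = 16). The deposited table has 6 such genes, of which 2 lie on the mitochondrial genome, and those given below were picked by this annotation after their values were seen. The 28S gene, the larger of the subunit rRNAs of the cytosolic ribosome, lies on chromosome 20 of Mmul_10 from 29816371 to 29821180 (ENSMMUG00000054358) and had a log2 fold change of -0.37 (standard error 0.31, adjusted p = 0.570 from edgeR). The 18S gene, from 29812145 to 29814013 on the same chromosome (ENSMMUG00000052127), had a log2 fold change of -0.26 (standard error 0.24, adjusted p = 0.619 from edgeR). The mitochondrial rRNA genes ENSMMUG00000065373 and ENSMMUG00000065362 had log2 fold changes of 0.17 (standard error 0.20, adjusted p = 0.712 from edgeR) and -0.07 (standard error 0.19, adjusted p = 0.881 from edgeR). The entry 5_8S_rRNA, the small rRNA cut from the spacer between the 18S and 28S genes, was higher with Method QE by 1.55 (standard error 0.31, adjusted p = 0.0236 from edgeR). That name combines several copies, and a long noncoding RNA gene on chromosome 20 that was lower with Method QE spans another 5.8S copy, so reads may be shared between them.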

For direct comparison of gene and transcript count, the data were normalized and transformed as log_2_ values to determine the sensitivity of each Method. At the gene level, the detected number of expressed genes and transcripts was not significantly different in Method QE relative to BL; Method BL, 19,428 genes; Method QE, 19426 genes; Method BL, 40664 transcripts; Method QE, 40687 transcripts (Fig 3C).

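A library held 17876 ± 327 (SD, n = 8) genes with at least 1 count with Method BL and 17653 ± 370 (SD, n = 8) with Method QE. Method QE had fewer in 5 of 8 animals, and the mean difference of -223 genes (SD 513, n = 8 pairs) did not pass the exact paired sign-flip permutation test (two-sided, p = 0.242), and without animal 15045 it was -369 (p = 0.0625 in the same exact test). With each library thinned to the smallest total the difference was -412 genes, fewer with Method QE in 7 of 8 animals (exact paired sign-flip permutation test, two-sided, p = 0.0625). Counted per method, 18640 genes had a mean normalized count of at least 1 with Method BL and 18200 with Method QE, and 17857 genes did so with both. Of the 783 genes that reached this level with Method BL only, 527 were protein coding and 210 were long noncoding RNA genes. Of the 343 genes that reached it with Method QE only, 225 were protein coding and 77 were long noncoding RNA genes. The deposited table leaves out genes with a summed count below 10, so genes seen in few reads are not counted. The paper does not state its threshold for an expressed gene, and at a minimum of 1 CPM the libraries held 13195 ± 387 (SD, n = 8) genes with Method BL and 12744 ± 181 (SD, n = 8) with Method QE, fewer with Method QE in 7 of 8 animals (exact paired sign-flip permutation test, two-sided, p = 0.0234).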

**Fig 3:**
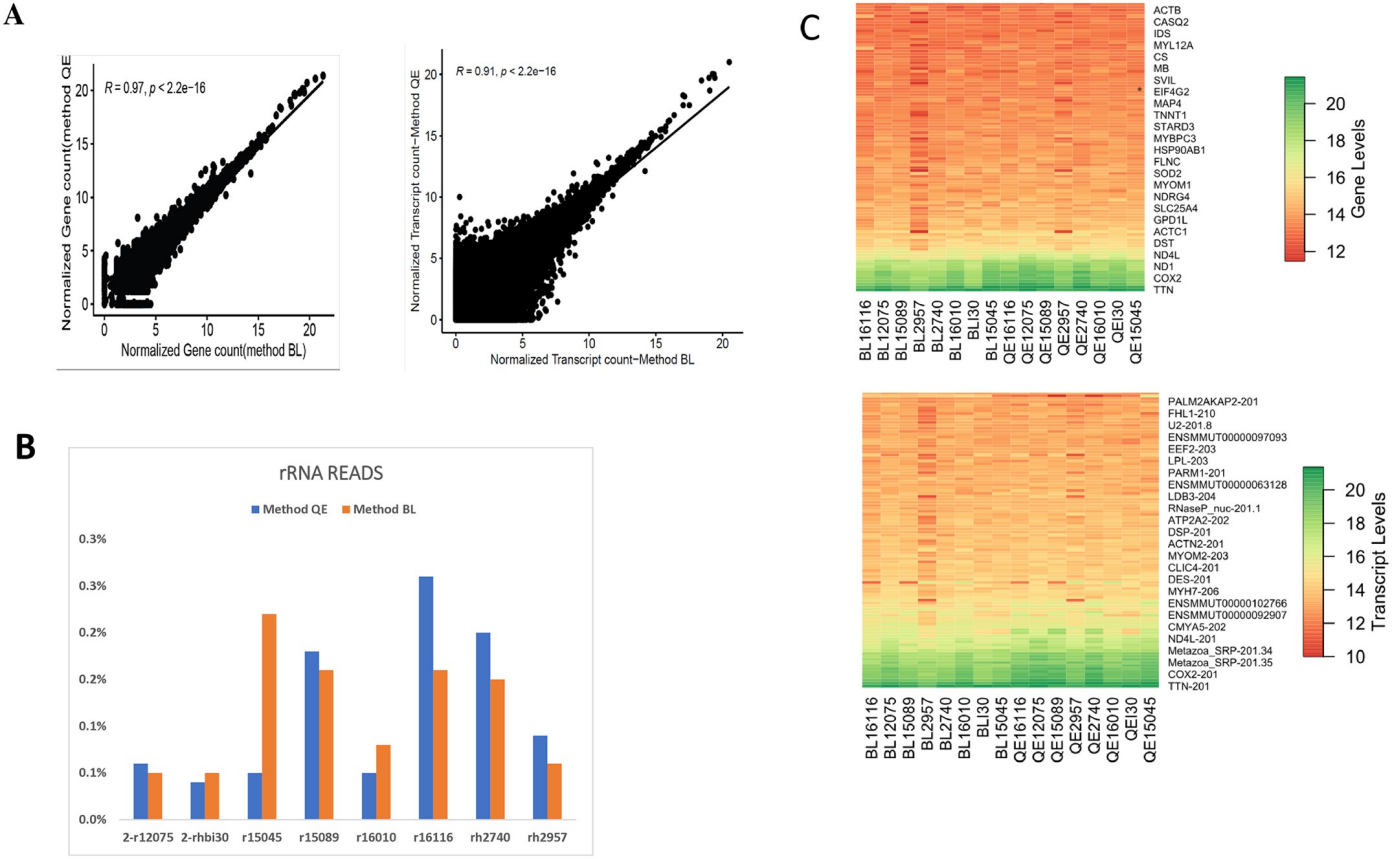
Sequence data comparison between Method BL and Method QE. (A) Correlation plot of normalized gene and transcript count. Data was normalized by log2(TPM+1). Each dot constitutes a gene or transcript. (B) Distribution of Exon, introns, and rRNA mapped reads (C) Heat map of top 25 genes and transcript across extracts from Method QE and Method BL.

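TTN and mitochondrially encoded genes of the respiratory chain were the most abundant protein coding genes that have a symbol. TTN had a mean of 101200 ± 26120 (SD, n = 8) CPM with Method BL and 98880 ± 24660 (SD, n = 8) with Method QE. COX1, the catalytic subunit of cytochrome c oxidase, had 68190 ± 29440 (SD, n = 8) CPM with Method BL and 96070 ± 23800 (SD, n = 8) with Method QE, a log2 fold change of 0.58 (standard error 0.26, adjusted p = 0.259 from edgeR). The 13 mitochondrially encoded protein genes together took 35.5% ± 6.04 (SD, n = 8) of the gene counts with Method QE and 28.1% ± 6.07 (SD, n = 8) with Method BL, higher with Method QE in 6 of 8 animals. This difference did not pass the exact paired sign-flip permutation test (two-sided, p = 0.0938), and without animal 15045 it did (p = 0.0312). Of the 25 genes named in the gene heat map of Fig 3C, none passed edgeR's test at an adjusted p under 0.05, 4 had an unadjusted p under 0.05, and DESeq2 called 1 and limma-voom 0 of them. Their log2 fold changes lay between -0.07 for SOD2, the mitochondrial superoxide dismutase, and 0.69 for ND1 of respiratory complex I, with 21 above 0. TNNT1, the slow skeletal troponin T, had the smallest adjusted p of them (log2 fold change 0.43, standard error 0.15, adjusted p = 0.155 from edgeR) and was the gene that DESeq2 called. ACTC1, the cardiac actin, had a log2 fold change of -0.04 (standard error 0.10, adjusted p = 0.874 from edgeR) and MB, the oxygen carrier myoglobin, of 0.25 (standard error 0.12, adjusted p = 0.272 from edgeR). The long noncoding RNA genes took 0.417% ± 0.0658 (SD, n = 8) of the gene counts with Method QE and 0.650% ± 0.117 (SD, n = 8) with Method BL, lower in 8 of 8 animals (exact paired sign-flip permutation test, two-sided, p = 0.00781). Without 2 such genes that lie in the ribosomal DNA, left out after the values were seen, the shares were 0.400% ± 0.0600 (SD, n = 8) and 0.512% ± 0.111 (SD, n = 8), lower in 7 of 8 animals (exact paired sign-flip permutation test, two-sided, p = 0.0156).

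**Figure D2:**
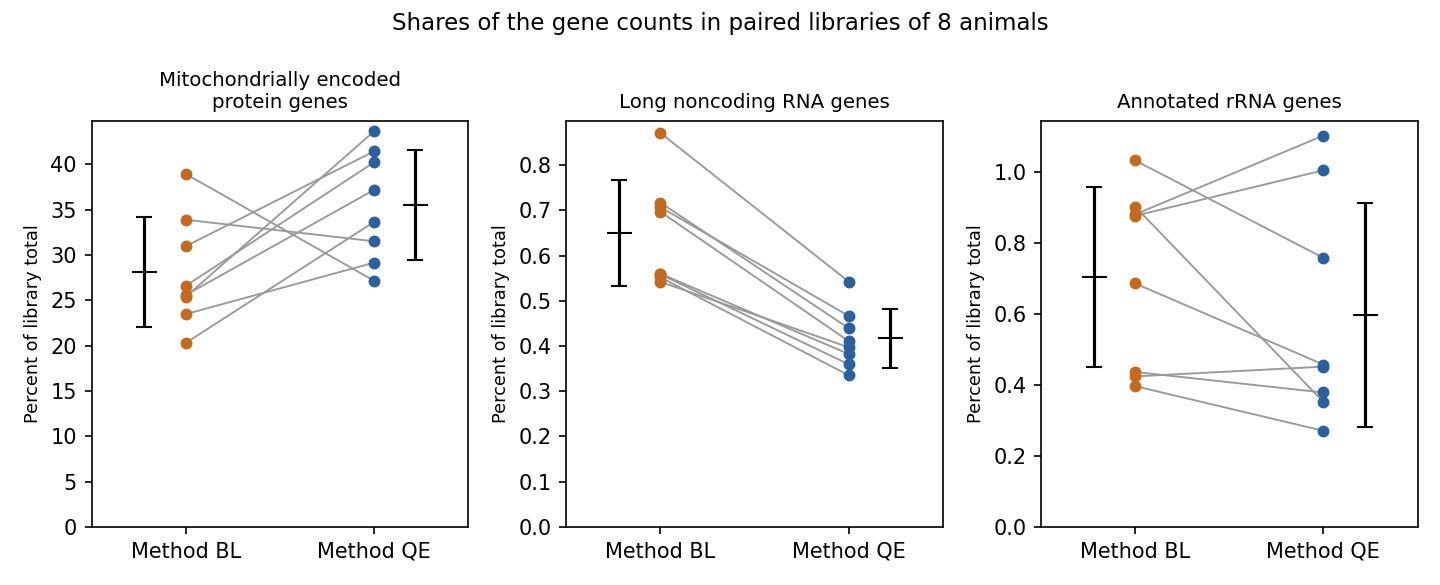
Percent of the gene counts of a library taken by mitochondrially encoded protein genes, long noncoding RNA genes and annotated rRNA genes. Each point is 1 library, lines join the libraries of an animal, and the black marks are the mean and SD of 8 libraries. The long noncoding RNA share, which includes the 2 genes in the ribosomal DNA, falls in each of the 8 pairs from Method BL to Method QE.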

**Table 3:** Overview of sequencing characteristics across Method QE and Method BL.

Sample name	Method	Total reads	Total reads to mapping	Total mapped reads	Mapped reads (%)	Intergenic reads (%)	Incompatible paired end	rRNA reads (%)
12075	Additional Ethanol wash step (Method QE)	58,075,340	56,963,596	49,602,531	87.1%	0.5%	2.7%	0.1%
I30	Additional Ethanol wash step (Method QE)	57,680,051	56,690,674	51,791,712	91.4%	0.5%	3.1%	0.0%
15045	Additional Ethanol wash step (Method QE)	73,146,661	71,747,126	66,303,990	92.4%	0.5%	3.2%	0.1%
15089	Additional Ethanol wash step (Method QE)	65,360,592	63,737,851	50,304,992	78.9%	0.5%	2.1%	0.2%
16010	Additional Ethanol wash step (Method QE)	68,586,996	67,403,259	61,641,514	91.5%	0.4%	3.3%	0.1%
16116	Additional Ethanol wash step (Method QE)	62,360,502	61,032,431	49,141,454	80.5%	0.4%	2.1%	0.3%
2740	Additional Ethanol wash step (Method QE)	64,315,815	62,785,413	51,868,787	82.6%	0.4%	2.0%	0.2%
2957	Additional Ethanol wash step (Method QE)	77,138,840	75,208,284	64,952,703	86.4%	0.4%	2.7%	0.1%
12075	Additional Lysis time (Method BL)	59,970,260	58,398,080	50,351,038	88.0%	0.4%	2.1%	0.1%
I30	Additional Lysis time (Method BL)	88,810,749	86,988,897	78,853,990	90.6%	0.4%	2.2%	0.1%
15045	Additional Lysis time (Method BL)	60,565,696	58,285,724	45,489,061	78.0%	0.6%	1.7%	0.2%
15089	Additional Lysis time (Method BL)	62,910,594	61,386,208	55,244,470	90.0%	0.5%	2.0%	0.2%
16010	Additional Lysis time (Method BL)	56,488,938	55,287,689	74,023,242	91.1%	0.5%	2.3%	0.1%
16116	Additional Lysis time (Method BL)	82,231,277	80,857,162	52,538,394	91.5%	0.5%	1.6%	0.2%
2740	Additional Lysis time (Method BL)	64,557,274	62,622,116	51,408,477	100.0%	0.4%	2.1%	0.2%
2957	Additional Lysis time (Method BL)	72,541,306	70,993,146	63,303,135	89.2%	0.5%	2.0%	0.1%

### Differences in cardiac gene expression are protocol-dependent

We investigated how differences between protocols impacted gene expression values when assayed with the same qPCR protocol and equal RNA quantity. A difference in C_T_−values of MYH6 and MYH7 could be seen for samples extracted with method BL and method QE (median C_T_ 23.09 versus 21.36, *p* = 0.008), (median C_T_ 21.22 versus 20.52, *p* = 0.008) respectively, with samples extracted with the Method BL yielding higher C_T_ values compared to samples extracted with Method QE (Table 4) (Fig 4).

**Fig 4:**
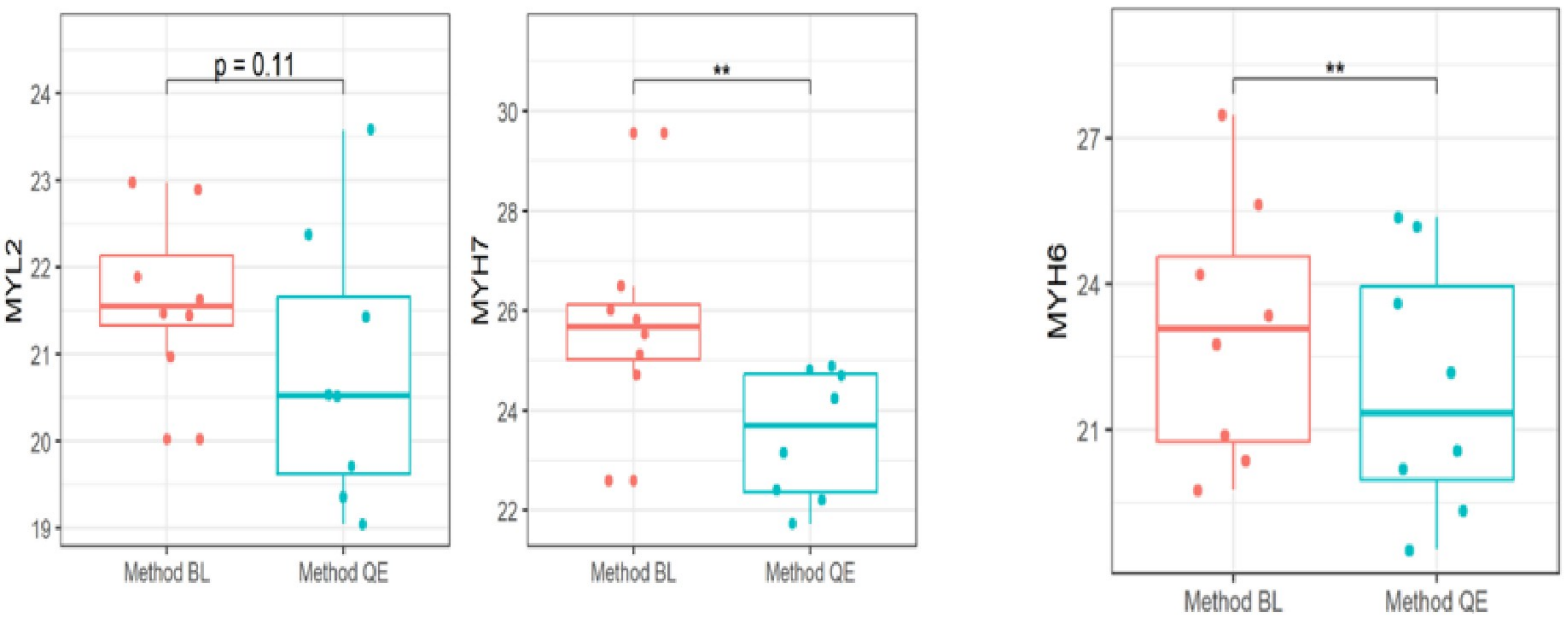
RT-qPCR analysis comparing Method QE and the optimized extraction method (Method BL). (A) Box plots of individual Ct values for genes *MYL2*, *MYH7*, *and MYH6* depict significant differences in gene expression detection. For all groups, an asterisk (*) denotes a significant difference between groups, Paired Wilcoxon Signed Rank Test (*p<0.05, ***p<0.005, ****p<0.001).

**Table 4:** Summary of qPCR result.

	Method BL (N = 8)	Method QE (N = 8)
**MYH6**		
Median (Q1, Q3)	23.09 (20.76, 24.57)	21.36 (19.98, 23.95)
**MYL2**		
Median (Q1, Q3)	21.55 (21.33, 22.13)	20.52 (19.62, 21.66)
**MYH7**		
Median (Q1, Q3)	25.67 (25.02, 26.13)	23.69 (22.36, 24.72)

## Discussion

The molecular landscape comprising the transcriptome, proteome, and genome is crucial to understanding the biological complexity of both normal and aberrant mammalian processes. Therefore, precise, and efficient molecular techniques are required to unravel these complexities. We evaluated different methods of extracting RNA from archived FFPE cardiac tissue from non-human primates and assessed the impact of RNA quality metrics on gene expression and transcriptome sequencing. In identifying several significant contributors to quality transcriptome sequencing outcomes, we demonstrate that high-quality RNA extraction from cardiac tissue is contingent on additional RNA extraction steps much more than predesigned commercially available kits chemistry.

In examining the hypothesis that additional steps beyond the manufacturer’s protocol could improve RNA yield and integrity of FFPE-derived samples and subsequently improve sequence outcomes, we observed that the optimized protocol (Method QE) resulted in a higher number of samples with DV200 above 30% compared to Method QP (8 of 23 vs. 6 of 23). This implies that fragment length may be slightly impacted by an extra ethanol wash step following deparaffinization. In comparing the CELL DATA RNA FFPE extraction kit to the optimized method, we found that extending the protease treatment to 24 hours (Method BL), rather than the 2 hours recommended by the manufacturer (Method BP), significantly improved RNA yield and resulted in better RNA fragment lengths in most samples extracted with Method BL compared to Method BP (16 of 23 vs. 13 of 23).

This supports the notion that an incubation temperature of 72°C may be optimal for effective protease activation during extraction [24]. However, archived FFPE material still requires modifications in protease incubation time to effectively overcome cross-linking. For evidence of this, previous results from Boos and colleagues show that an RNA protocol requiring a brief proteinase K incubation period produced an extract that, when amplified by qPCR, did not amplify the smallest housekeeping genes (48 bp and 64 bp), but the extract from a longer incubation period revealed amplicons that were 170 bp–298 bp long [13]. We propose that combining Method BP with this adaptation to the lysis step provides a reproducible approach, demonstrating that Method BL is a suitable tool for obtaining RNA with improved fragment length. However, a significant limitation of Method BL for routine clinical diagnostics is its extended incubation time of 25 hours and 30 minutes, resulting in a total turnaround time of 27 hours and 46 minutes. Therefore, we recommend this protocol only when time constraints are not a priority.

All methods produced a sufficient yield of RNA required for our sequencing protocol. The highest RNA yield was obtained with method QE, however, in terms of DV 200 values above 30%, our results showed the highest DV200 values for method BL in all samples compared with those for methods QP, QE, and BP. Previous research has equally reported significant differences in DV200 values among various extraction methods [25]. When assessing RNA purity using the A260/230 absorbance ratios, our data also showed that Method QE and QP had significantly lower 260/230 nm absorbance ratios compared with methods BL and BP, indicating the presence of contamination with organic solvent that absorbs light strongly at or near 230 and 260 nm which possibly could have affected the distribution of the size of the final extracted RNA molecules.

Data generated in our current study indicate that nucleic acid quality in FFPE tissue specimens is adversely affected by formalin fixation [11, 14] as all methods deployed for FFPE extraction consistently yielded RNA of low RIN score. This raises the question of the usefulness of RIN value as a quality metric for FFPE tissue samples. The RNA integrity number (RIN) is used to assess RNA quality through an algorithm that considers rRNA peak ratios, separation, and the presence or absence of degradation products [26]. However, multiple studies have shown that RIN values are not a reliable indicator of RNA quality in FFPE samples, nor do they accurately predict performance in downstream molecular analyses [25, 27, 28]. Our current evaluation of RIN scores in FFPE samples supports these previous observations.

Our RNA sequencing results demonstrate that Method QE and Method BL achieved similar performance deploying similar sequencing protocols, based on the evaluation of mapping variables, transcript counts, gene counts, and rRNA contamination. Although the 260/230 nm absorbance ratios of the extract from Method QE were significantly lower and relatively less pure than those of Method BL, this did not negatively influence the sequencing outcome. By comparing transcriptome sequences of extract from Method QE and BL, we demonstrated that RNA extracts with optimal purity and low RIN value but fragment length size above 30% (Method BL) and RNA extracts with high RNA yield, low RIN value but fragment length size above 30% can generate high-quality transcriptome sequences (Method QE). 

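Genes of the cytosolic ribosome were higher with Method QE than with Method BL as a group, and so were histone genes. Of 71 ribosomal protein genes tested, 34 were higher with Method QE and none was lower at an adjusted p under 0.05 from edgeR (58 higher when adjusted over the list alone). Their median log2 fold change was 0.33, and the median of the list lay above 0 in 8 of 8 animals. RPL27A had a log2 fold change of 0.43 (standard error 0.06, adjusted p = 0.00658 from edgeR) and RPS26 of 0.48 (standard error 0.08, adjusted p = 0.0133 from edgeR). Of 27 replication-dependent histone genes tested, 3 were higher and none was lower (7 higher when adjusted over the list alone), with a median of 0.28 and 8 of 8 animals above 0. H4C16 had a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.0329 from edgeR) and H2BC4 of 0.60 (standard error 0.13, adjusted p = 0.0376 from edgeR). Against other genes, both lists were higher in limma's camera test with a preset correlation of 0.01 (adjusted p = 3.61e-37 and 8.89e-08) and with an estimated correlation (adjusted p = 0.0287 and 0.00828). Of 66 nuclear genes of oxidative phosphorylation, 2 subunits of ATP synthase were higher, ATP5ME by 0.63 and ATP5F1E by 0.32 (9 when adjusted over the list alone), and the list had a median of 0.22 and an adjusted p of 1.77e-12 in camera with the preset correlation. None of the 13 mitochondrially encoded protein genes passed edgeR's test (10 at an unadjusted p under 0.05, 0 with DESeq2 and 0 with limma-voom), and this list had a median of 0.58 and an adjusted p of 5.76e-07. For both lists of respiratory genes, adjusted p = 0.448 with an estimated correlation. None of 26 sarcomere genes, 22 genes of fatty acid oxidation, 19 of glycolysis and 10 ventricular genes passed edgeR's test, with 5, 5, 4 and 3 at an unadjusted p under 0.05, 4, 0, 1 and 3 called by DESeq2 and 0 by limma-voom. Their medians were 0.13, 0.16, 0.09 and 0.20, with adjusted p of 0.00132, 0.00132, 0.0131 and 0.0209 in camera with the preset correlation, and for each of them adjusted p = 0.448 with an estimated correlation. Leaving out animal 2957 moved the medians of the sarcomere list to 0.06, of fatty acid oxidation to 0.08 and of nuclear oxidative phosphorylation to 0.13 (adjusted p = 0.0460, 0.0471 and 3.28e-07 from limma's camera), and leaving out animal 15045 moved that of glycolysis to 0.155. Leaving out animal 2957 ended the camera call of the ventricular list (median 0.13, adjusted p = 0.151 from limma) and of the glycolysis list (median 0.04, adjusted p = 0.135 from limma), and leaving out animal 16116 that of the reference genes (median 0.07, adjusted p = 0.0503 from limma). The reference genes for qPCR had a median of 0.10 (adjusted p = 0.0217 in camera, adjusted p = 0.201 with an estimated correlation), and none of 14 passed edgeR's test (2 at an unadjusted p under 0.05, 2 called by DESeq2 and 0 by limma-voom). With an offset for transcript length and GC content in the model with the animal block, the median of the ribosomal protein genes was 0.21. The median of all genes in that fit was 0.056. None of the ribosomal protein genes was called with the offset, against 30 over the same genes without it. From its comparison of mapping variables, transcript counts, gene counts and rRNA, the paper concludes that both methods performed similarly and that extracts of both can give high-quality transcriptome sequences.

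**Figure D3:**
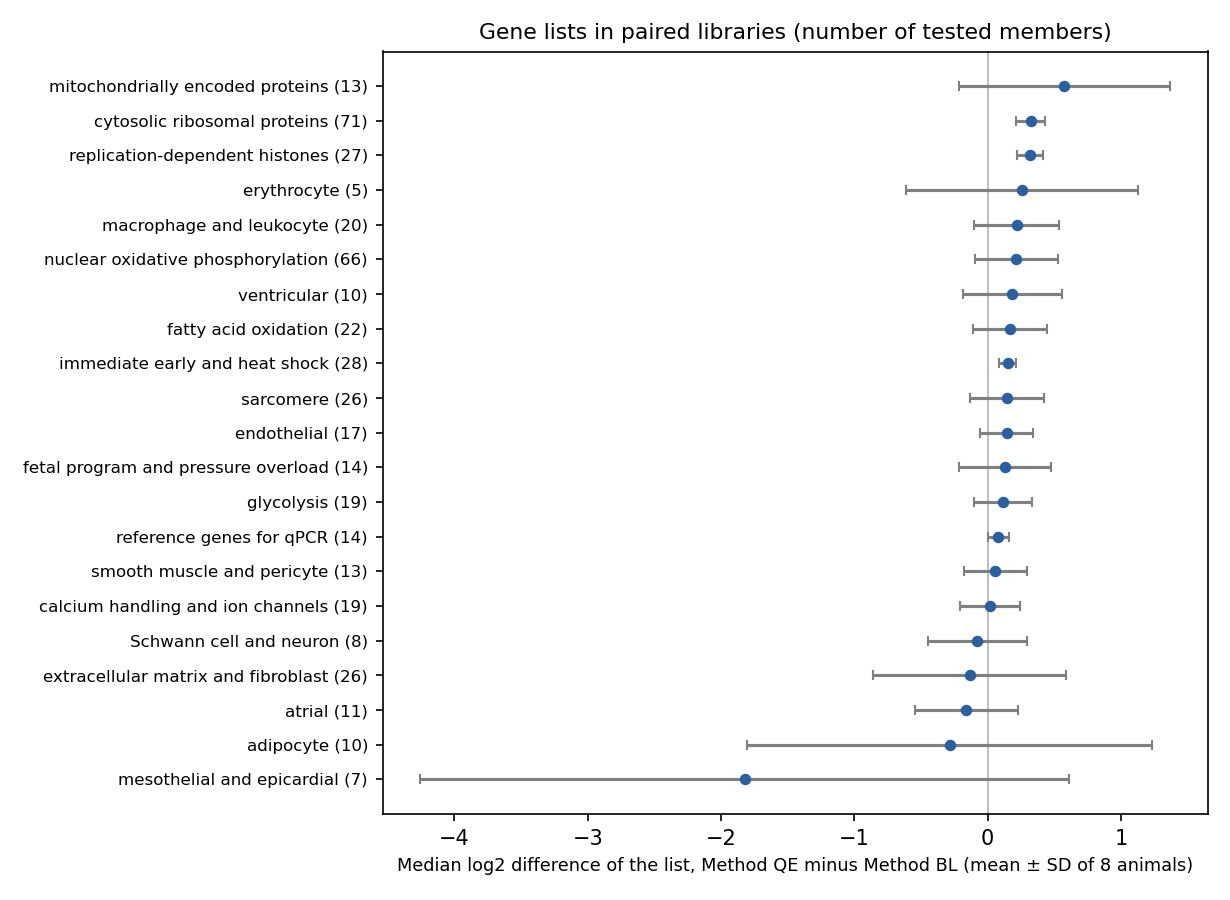
Median log2 difference between Method QE and Method BL over the tested members of each gene list, with the number of members in brackets. Points are the mean over the 8 animals of the list's median in each animal, and bars are its SD. Ribosomal proteins and histones have the narrowest bars among the lists that lie above 0.2.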

The suggests that for generating high-quality transcriptome sequences, the RNA fragment length (above 30%) may be more critical than the RNA Integrity Number (RIN). Both methods, despite differences in their strengths—purity for Method BL and yield for Method QE—were effective, as long as the fragment length threshold was met. This finding emphasizes the adaptability of RNA sequencing protocols to samples with varying RNA quality characteristics. Recently, Illumina developed the DV200 to assess RNA quality in FFPE samples for successful library preparation for next‐generation sequencing. The broader scope of the DV_200_ assay makes it a more meaningful predictor of FFPE sample performance for whole transcriptome analyses than RIN value, RNA yield, and RNA purity assessment with A260/230 [29, 30].

To highlight the importance of RNA quality on gene expression detection, our data shows significant differences in cardiac gene expression as RNA extract from method QE had low CT/higher gene expression than extract from Method BL. This collaborates with the findings of earlier studies [31–33] where RNA quality has a measurable impact on gene expression results. Overall, our qRT-PCR results suggest that despite widespread changes affecting the electrophoretic trace of a sample, the qRT-PCR technique is sensitive to detect more/less abundantly expressed genes and the integrity of individual transcripts remains stable for both abundantly expressed and less abundantly expressed genes.

While we are aware that our relatively small sample size could have led to the overestimation of our result, we anticipate that these findings will be of interest to investigators who routinely quantify gene expression and transcriptomes from FFPE tissues and require a more reproducible method beyond conventional methods. Results from our data will continue to build the body of knowledge on the fitness of FFPE cardiac tissues for various transcriptomics platforms, improve biobanking efforts, and lend support for standardization efforts to improve the quality and reproducibility of molecular data ultimately.

## Supporting information

S1 Table Gene-specific primer sequence for RT- qPCR.

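The table lists primer pairs for 3 proteins of the thick filament of heart muscle. MYL2 encodes the ventricular regulatory myosin light chain, MYH7 the slow beta myosin heavy chain and MYH6 the alpha heavy chain of the atria. Primers were matched to the RefSeq transcripts of Mmul_10 without mismatches. Both MYL2 primers lie on chromosome 11, the forward primer in exon 3 from 110574266 to 110574285 and the reverse primer in exon 4 from 110572750 to 110572769. Both MYH7 primers lie on chromosome 7, the forward primer in exon 16 from 85468618 to 85468639 and the reverse primer in exon 17 from 85468247 to 85468266. The MYH6 forward primer spans the junction of exon 26, where it ends at 85431139, and exon 27, where it starts at 85431051. No RefSeq transcript of these genes held the MYH6 reverse primer without a mismatch.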

## Abbreviations

*C_T_*: Cycle threshold
CVD: Cardiovascular disease
*FFPE*: Formalin-fixed paraffin-embedded
*NGS*: Next-generation sequencing
*RIN*: RNA Integrity Number

# Supplementary material for: Optimizing RNA extraction methods for high-throughput transcriptome sequencing of formalin-fixed paraffin-embedded cardiac tissue specimens
**Source:** PLoS One. 2024 Dec 26;19(12):e0315098. doi: 10.1371/journal.pone.0315098
**Supplement:** S1 Table

**Supplementary Data**

**Table S1: Gene-specific primer sequence for RT- qPCR**

| **Gene** | **Primers** | **Sequence** |
| --- | --- | --- |
| ***MYL2*** | Forward | 5`-CAGAACAGGGATGGCTTCAT-3` |
|  | Reverse | 5`-CGGAGCCTCCTTGATCATTT-3` |
| ***MYH6*** | Forward | 5`-GCAGACTGAGAATGGAGAGTTG-3` |
|  | Reverse | 5`-GCTCCTGGGAGCAGCGGTA-3` |
| ***MYH7*** | Forward | 5`-GAGACTGTAGTGGCCTTGTATC-3` |
|  | Reverse | 5`-CTTTCTTGGCCTTGCCTTTG-3` |

How the deposited data were processed for this re-analysis (not part of the article)

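Total RNA of formalin-fixed, paraffin-embedded cardiac tissue of 8 rhesus macaques was sequenced after extraction by Method QE and by Method BL, 1 library per animal and method, 16 libraries in all. According to the paper, the authors depleted rRNA, made stranded libraries, sequenced paired ends, aligned the reads with STAR 2.7.8a to Mmul_10 in Partek Flow, and obtained estimated counts per gene with the Partek E/M algorithm from the Ensembl Transcripts release 110. The table the authors deposited holds these estimated counts, which are not normalized, and 76.7% of its values lie within 1e-06 of a whole number. It holds 19425 genes after 1 entry that was broken over 3 lines was joined again, and no gene has a summed count below 10 over the 16 libraries. The filter that removed other genes and the use of strand in counting are not given in the sources used here. The deposited table also gives a length per gene, which is the genomic span of the gene with introns, and it was not used as a transcript length.

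Samples were assigned to methods by their titles, descriptions and method labels and by Table 3. The extraction protocol in the labels names the kit of Method QE for all 16 samples, which conflicts with the other labels of the Method BL samples. The libraries of an animal were paired by the animal in the library name, because replicate numbers in the labels follow another order of animals in each method. The pairing was checked by correlation: 15 of 16 libraries correlated best with the other library of their animal, and 16 of 16 did after the mean of each gene was removed.

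Of the genes in the table, 5148 were listed only by an Ensembl identifier, 488 of which were given a symbol by a table of gene names, and a further 65 were named by a RefSeq gene at the same place of Mmul_10 with a reciprocal overlap of at least 0.8. Where the symbol of the table and a single RefSeq gene at the same place could be compared, 96.2% of 10770 genes had the same symbol. Transcript lengths and GC contents came from RefSeq transcripts of Mmul_10 and covered 87.9% of the tested genes.

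The main comparison used edgeR 4.0.16 in R 4.3.3. Estimated counts were rounded to whole numbers, genes were filtered with filterByExpr with the method as the group, TMM factors were computed, and method was tested with the quasi-likelihood F test in a model with animal and method. P-values of 14165 genes were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Fold changes are Method QE minus Method BL on the log2 scale, and each standard error is the fold change divided by the square root of its F statistic. CPM values are scaled by TMM, and log2 CPM has a prior count of 2. Limma 3.58.1 (voom, camera with a preset correlation of 0.01, camera with an estimated correlation, and fry) tested 21 gene lists with at least 5 measured genes, adjusted over the lists. The lists were sarcomere, calcium handling and ion channels, atrial, ventricular, fetal program and pressure overload, mitochondrially encoded proteins, nuclear oxidative phosphorylation, fatty acid oxidation, glycolysis, cytosolic ribosomal proteins, replication-dependent histones, extracellular matrix and fibroblast, endothelial, smooth muscle and pericyte, macrophage and leukocyte, erythrocyte, adipocyte, Schwann cell and neuron, mesothelial and epicardial, immediate early and heat shock, and reference genes for qPCR. None of the 10 genes of a further list, nuclear long noncoding RNA, had an entry under its symbol in the table, so 21 of 22 lists were tested.

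Library measures (total, genes detected, and the shares of rRNA genes, mitochondrially encoded protein genes, small structural RNA genes and the 10 most abundant genes) were compared by an exact paired sign-flip permutation test, two-sided, over all 256 sign assignments. For the correlation between methods, counts were scaled by the median of ratios and log2 values with 1 added were used. All these comparisons, the gene lists and the genes named in the text were fixed before the data were examined. The genes named are the RT-qPCR targets, the 25 genes named in the gene heat map of Fig 3C, the 10 genes with the largest log2 fold change in each direction among genes with a symbol, small structural RNA aside, that passed the threshold, went the same way in all 8 animals and had a mean log2 CPM of at least 3, up to 4 members of each list with the smallest adjusted p and the 2 most abundant, and the 10 most abundant genes. Genes named outside this rule are marked as such. The shares of long noncoding RNA and pseudogenes, TTN and Metazoa_SRP and the gene classes were added after the data were examined.

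Alternatives set before the data were examined were no animal block, other scaling (median of ratios, upper quartile, TMM without the mitochondrial genome), DESeq2 1.42.0 and limma-voom, other filters for low counts, a fold change of at least 2, each animal left out in turn, only the 5 or only the 3 animals whose Method BL library shares a name suffix, an offset from a loess on transcript length and GC content (span 0.3), other thresholds for detected genes, the 50 most abundant genes, thinning to the smallest library, the exact Wilcoxon signed-rank test, and other scales for the correlation. Added after the data were examined were the same genes without the offset, rRNA without the mitochondrial rRNA genes, the long noncoding RNA share without 2 genes in the ribosomal DNA, the mean of the r of the 8 animals set beside the r of the method means, and the mapped reads of 4 Method BL libraries of Table 3 moved to fit the printed percents. What the name suffixes stand for is not given in the sources used here. Every Method BL library name carries a suffix and no Method QE name does. If the names mark a batch, its effect cannot be told apart from that of the method.

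The steps were tested on simulated negative binomial counts drawn from the fitted means of each animal and the dispersions of these libraries. Of 13940 genes tested there, 63% of the genes changed by a log2 fold change of 0.5 and 94.9% of those changed by 1 were called, and 0.04% of the unchanged genes. Library totals of 15.0 to 25.8 M counts set the precision. Reads of fragmented RNA without molecular identifiers are not independent molecules, so counting error understates the spread, and the tests rest on the spread between animals. Some results for single genes, from the adjustment over a list alone, are not reported here. The transcript-level data, the RNA quality measures and the RT-qPCR were not analysed here. Values were also computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plotted with matplotlib 3.10.9.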

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

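The tests of the ribosomal DNA gene, the long noncoding RNA share with and without 2 genes in the ribosomal DNA, and the condition that the median of the ribosomal protein genes pass its bound by more than its standard error were chosen after the results were seen. The other tests in this part were set before the results they measure were seen. The 2 libraries of a pair come from cardiac tissue of the same animal, and the design names no biological difference between the methods. Whether the 2 portions extracted held the same mix of cells is not given in the sources used here. No biological explanation was tested.

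Cytosolic ribosomal protein genes were higher with Method QE in 8 of 8 animals. Across 12450 tested genes, longer transcripts had lower log2 fold changes (Spearman rho -0.260, across genes, which are not independent replicates). With an offset for transcript length and GC content in the model with the animal block, the median of the 71 ribosomal protein genes was 0.209 against 0.332 without it (SD over the genes 0.173 and 0.168). The median over all genes was 0.056 with the offset and 0.01 without it. The value of 0.209 therefore overstates how far the ribosomal protein genes lay above other genes. With the offset 0 of them were called, against 30 without it. Over the 144 genes called without the offset, the median absolute log2 fold change went from 0.425 to 0.331 and the median standard error from 0.0796 to 0.0855. These genes were chosen by their call, and over all genes both medians rose, from 0.117 to 0.124 and from 0.106 to 0.112. At an unadjusted p under 0.05 there were 2036 genes without the offset and 1882 with it. The fall in calls is therefore no measure of how much of the differences the offset removed. The median of 0.209 lay too close to the bound set against this explanation to decide, and that bound took no account of the median of all genes. Without the offset, 307 other genes matched on transcript length and GC content had a median of 0.203 against 0.334 for the ribosomal protein genes. The ribosomal protein genes lay above them in 7 of 8 animals (mean difference 0.131, SD 0.166). Transcript length and GC content may therefore account for part of the difference, and beyond that part they cannot be told apart from other effects of the extraction, because the fragment lengths that the paper reports differ between the methods themselves.

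Genes annotated as long noncoding RNA, which the paper does not discuss, took a smaller share of the counts with Method QE, by -0.234 percentage points (lower in 8 of 8 animals), and by -0.113 points without 2 genes in the ribosomal DNA (lower in 7 of 8 animals), so 2 genes hold a large part of the difference in share. The median log2 fold change over 520 such genes was -0.223, below 0 in 8 of 8 animals. Protein coding genes matched on mean log2 CPM had a median of -0.047 (median of 1000 draws, the lowest -0.0924), which argues against low counts as the source. The summed counts of 27 olfactory and bitter taste receptor genes, genes of smell and taste used here as a measure of genomic DNA, were 856 with Method BL and 596 with Method QE, a mean log2 ratio of -0.545 (standard error 0.150, lower in 7 of 8 animals). This leaves genomic DNA in the Method BL libraries as a candidate explanation that these few receptor counts cannot settle. The paper lists a DNase treatment in both methods. Its Table 3 gives intergenic reads of 0.4% to 0.5% with Method QE and 0.4% to 0.6% with Method BL, which shows no clear excess with Method BL. Unspliced RNA was not tested.

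A long noncoding RNA gene in the ribosomal DNA, ENSMMUG00000063859, had the lowest log2 fold change that passed the test with a mean log2 CPM of at least 3, -2.954 (standard error 0.247, adjusted p = 0.000257 from edgeR, lower in 8 of 8 animals), and the paper does not discuss it; it was singled out after its values were seen. It lies on chromosome 20 of Mmul_10 from 29814184 to 29816401, after the 18S gene and overlapping the start of the 28S gene at 29816371, and spans a 5.8S gene from 29815041 to 29815197. Reads shared with the entry 5_8S_rRNA, which was higher with Method QE, do not account for it, because the sum of both had a mean log2 ratio of -1.846 (standard error 0.287, lower in 8 of 8 animals). The 18S and 28S genes had log2 fold changes of -0.259 (standard error 0.244) and -0.372 (standard error 0.311), so their remaining counts showed no fall of that size. The libraries were depleted of rRNA, so these counts cannot separate the amount of rRNA in an extract from its depletion. A difference in rRNA depletion or amount therefore cannot be decided from them. Which molecules this region yields with Method BL stays open, and a difference in depletion of the spacer alone was not tested.

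Of 100 assignments of the 2 libraries of each animal to the methods, the real one included, 1 gave as many genes as the 303 called, the real one, and the highest of the others was 25. This argues against chance assignment for this count, although 1 in 100 is the smallest share that these assignments can give.

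Among the libraries of Method QE, that of animal 2957 had the lowest mean r with the others, 0.955, far from the remaining libraries, and the Method BL library of the same animal was also the lowest of its method, at 0.941. Within Method BL, the library of animal 2957 had a log2 CPM of 4.278 for ABCC3, above the other 7, and of 7.175 for CD74, below them. The Method BL library of animal 15045 had a log2 CPM of 11.754 for ENSMMUG00000063859, above the others, and that of animal 16010 had 0.296 for MSLN, a mesothelial marker, below the others. Chance gives such a gap in about 1 of 20 groups, and 72 groups of 8 gene values were examined.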

How the results depend on the processing

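The added alternatives were chosen after the data were examined: the genes with transcript length and GC content without an offset, rRNA without mitochondrial genes, long noncoding RNA without 2 genes, the mean r of the 8 animals, and mapped reads of Table 3 moved among 4 libraries. The 303 genes became 5 without the animal block (paired design), 570 with DESeq2 and 14 with a 2-fold minimum. They became 49 in the 5 animals with suffix B and 0 in the 3 with suffix R, groups that differ in number of animals as well as in name. With the block and an offset for transcript length and GC content 5 were called, against 144 over those genes without it (1882 and 2036 at an unadjusted p under 0.05). With 1 animal left out, 37 to 355 were called (198 without 12075, 44 without 15089, 59 without 16010, 74 without 16116, 37 without 2740 and 186 without I30). Upper-quartile scaling called 108 higher and 255 lower, and no low-count filter 126 and 136, against 121 and 182. Of 14 lists called by camera, 2 remained with an estimated correlation (ribosomal proteins and histones) and 4 with fry (with immediate early and reference genes). Without the block the ventricular and adipocyte lists lost their calls and no other list changed its call; of the named genes called, ANKRD10 and ENSMMUG00000063859 kept theirs, and 26 others run under each alternative, and ATP5F1E, NUPR1, U1 and RNase_MRP, lost theirs. MYH7 (0.342) and MYL2 (0.365) passed with DESeq2. The adipocyte median ranged from -0.56 to 0.063 (without 2957) with 1 animal left out, and TTN from -0.097 to 0.035, with 0.074 in the suffix R animals and 0.555 with the offset. With 1 animal left out, the difference in library total was 3.20 to 4.96 M (passing without I30), in mitochondrial share 5.79 to 10.1 and in the 10 most abundant genes 4.26 to 6.97 points (both passing without 15045), and in small structural RNA -0.0323 to 0.287 points (negative without 16010, -0.0125, and 2957). Genes detected at 1 CPM differed by -451, past the threshold, and r was 0.970 as the mean over animals. The remaining main values kept direction and side of the threshold. Of values of the single lists and genes run under each alternative, 139 lost a call in the same direction, 3 gained one and 4 changed direction, of which the adipocyte list had been called. The cause was not tested. Depth limits genes with few counts.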

Differences from the paper's values

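The mean of the r of the 8 animals and the rRNA without mitochondrial genes were set beside the paper's values only after these had been compared.

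The gene-level r between Methods QE and BL was 0.994 over the method means, and the paper's value is 0.97. The alternatives set before the data were examined also differ from it by more than the SD over animals: CPM (0.997), TPM (0.996), only genes past the low-count filter (0.994), genes with at least 1 count (0.994), the mean of the log2 values (0.995), 0.1 added (0.988), 10 added (0.997), Spearman rho (0.994) and each animal left out in turn (0.992 to 0.994). The mean of the r of the 8 animals, 0.970, chosen after seeing the values, falls within that SD of the paper's value.

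Annotated rRNA genes held 0.241% ± 0.121 (SD, n = 16) of the paper's mapped reads, with a median of 0.215%, and the paper's value is 0.1%. The paper prints 0.1% to 0.3% in brackets after its value, and its methods present continuous variables as medians. No alternative for this measure was set before the data were examined. Without the 2 mitochondrial rRNA genes, an alternative chosen after seeing the values, the mean was 0.112% ± 0.0705 (SD, n = 16), which does not differ from the paper's value by this rule. Table 3 of the paper gives rRNA percents with a mean of 0.144.

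Genes with a mean normalized count of at least 1 numbered 18640 with Method BL and 18200 with Method QE, and at a mean above 0 the numbers were 19420 and 19394. The paper's numbers of genes detected, for which it states no threshold, both exceed the 19425 genes that the deposited table holds. No threshold applied to this table can therefore reach them. They lie within 1.5 times the numbers given here. Every threshold tried also passed that rule, down to 14221 genes with Method QE at a mean of at least 10. The rule therefore cannot decide whether the numbers match, and no conclusion is drawn from it.

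The paper gives an average of 65 M mapped reads. The column of mapped reads of its Table 3 has a mean of 57.3 M (45.5 to 78.9 M), and its column of reads to mapping a mean of 65.6 M (55.3 to 87.0 M).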

Other observations

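The tests of the small structural RNA share without Metazoa_SRP, of the pseudogenes and of groups of genes by transcript length were chosen after the data were examined.

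Of the cell type lists tested, the macrophage and leukocyte list held the 1 gene that passed edgeR's test over all genes. Of 20 macrophage and leukocyte genes, CD74, the invariant chain of antigen presentation, was higher with Method QE (log2 fold change 0.49, standard error 0.10, adjusted p = 0.0307 from edgeR, 8 of 8 animals), joined by LYZ when adjusted over the list alone. The list had a median of 0.21 (adjusted p = 0.000724 from limma's camera, and adjusted p = 0.448 with an estimated correlation), which was 0.11 without animal 15045 (adjusted p = 0.0193 from limma) and 0.11 in the model without the animal block. None of 17 endothelial genes passed edgeR's test (6 at an unadjusted p under 0.05, 2 with DESeq2, 0 with limma-voom), with a list median of 0.14 (adjusted p = 0.0124 from camera, 0.0503 without animal 16116, and adjusted p = 0.448 with an estimated correlation), which was 0.08 without animal I30 (adjusted p = 0.0218 from limma). None of 28 immediate early and heat shock genes passed (5 at an unadjusted p under 0.05, 1 with DESeq2, 0 with limma-voom), with a median of 0.11 above 0 in 8 of 8 animals (adjusted p = 0.000399 from camera, adjusted p = 0.0689 with an estimated correlation, adjusted p = 0.0140 from fry). The reference genes for qPCR also passed with fry (adjusted p = 0.0401).

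Adipocyte and mesothelial genes were lower with Method QE as lists in camera with the preset correlation, with medians of -0.28 (adjusted p = 0.0423) and -1.33 (adjusted p = 0.0362), but adjusted p = 0.502 and adjusted p = 0.490 with an estimated correlation. In the model without the animal block the medians were -0.88 (adjusted p = 0.354 from limma) and -0.53 (adjusted p = 6.06e-05 from limma). None of the 10 and 7 genes passed edgeR's test (0 and 3 at an unadjusted p under 0.05, 0 with DESeq2, 0 with limma-voom). Both calls ended without animal 2957, where the medians were 0.06 (adjusted p = 0.610 from limma) and -0.82 (adjusted p = 0.1785 from limma). The adipocyte call also ended without animal 15045 (-0.29, adjusted p = 0.0525 from limma) and without 16116 (-0.10, adjusted p = 0.0633 from limma), and its median was -0.53 without 16010 and -0.56 without 2740, while the mesothelial call also ended without 2740 (-1.105, adjusted p = 0.104 from limma). ITLN1, the most abundant mesothelial marker, had 107 ± 61.8 (SD, n = 8) CPM with Method BL and 96.3 ± 143 (SD, n = 8) with Method QE.

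Lists that camera did not call with the preset correlation were atrial (median -0.18, adjusted p = 0.0980 from limma), extracellular matrix and fibroblast (-0.18, 0.207), smooth muscle and pericyte (0.12, 0.204), erythrocyte (0.28, 0.207), fetal program and pressure overload (0.06, 0.229), Schwann cell and neuron (-0.01, 0.530) and calcium handling and ion channels (0.04, 0.613). The fetal program (mean -0.07) and calcium handling (mean -0.00268) lists have a mean of the opposite sign to their median, and camera's direction was up for both. None of their members passed edgeR's test, with 2, 2, 4, 1, 2, 1 and 1 at an unadjusted p under 0.05, 1 called by DESeq2 in the fetal program list and 0 in the others, and 0 by limma-voom. With 1 animal left out, camera called the extracellular matrix and fibroblast list without 15045 (median -0.34, adjusted p = 1.36e-05 from limma) and without 16010 (-0.26, adjusted p = 0.0230 from limma), the atrial (-0.19, adjusted p = 0.0434 from limma) and erythrocyte (0.57, adjusted p = 0.0280 from limma) lists without 15045, and the fetal program list without I30 (0.17, adjusted p = 0.0266 from limma). ALAS2 (1.16) and CDH19 (-0.31) passed when adjusted over the erythrocyte and Schwann cell lists alone.

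Pseudogenes and small structural RNA genes other than Metazoa_SRP took a smaller share of the gene counts with Method QE. Small structural RNA genes other than Metazoa_SRP took 0.381% ± 0.0452 (SD, n = 8) of the gene counts with Method QE and 0.493% ± 0.0662 (SD, n = 8) with Method BL, lower in 8 of 8 animals (exact paired sign-flip permutation test, two-sided, p = 0.00781). With Metazoa_SRP the shares were 3.73% ± 1.05 (SD, n = 8) and 3.63% ± 0.884 (SD, n = 8), with no call (exact paired sign-flip permutation test, two-sided, p = 0.742). U1, the spliceosomal RNA, had a log2 fold change of -0.72 (standard error 0.10, adjusted p = 0.00735 from edgeR) and RNase_MRP of -0.74 (standard error 0.11, adjusted p = 0.0121 from edgeR), both named after their values were seen. Each name combines several copies. Of 182 pseudogenes tested, 12 were lower and 2 higher, with a median of -0.175 below 0 in 8 of 8 animals, and they took 0.275% ± 0.0247 (SD, n = 8) of the gene counts with Method QE and 0.319% ± 0.0195 (SD, n = 8) with Method BL (exact paired sign-flip permutation test, two-sided, p = 0.0312).

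In 5 groups of about equal size by transcript length, the median log2 fold change went from 0.102 in the shortest (90 to 1849 bases, above 0 in 7 of 8 animals) over 0.021, -0.002 and -0.011 to -0.041 in the longest (5614 to 106434 bases, above 0 in 2 of 8 animals). Within single animals, Spearman rho with length was below 0 in 6 of 8.

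In the RNA sequencing, MYL2, a target of the RT-qPCR, had a log2 fold change of 0.36 (standard error 0.13, adjusted p = 0.183 from edgeR, higher with Method QE in 7 of 8 animals). The MYH7 entry, on chromosome 7 of Mmul_10 from 85418247 to 85475212, had 0.33 (standard error 0.16, adjusted p = 0.286 from edgeR, 7 of 8 animals). With DESeq2 the adjusted p were 0.0334 and 0.0308, while over the other alternatives both stayed above the threshold. MYH6 has no entry of its own, and the MYH7 entry spans the RefSeq gene MYH6 (85423519 to 85448785) and nearly all of the RefSeq gene that the MYH7 primers match (85453872 to 85476683), so their reads cannot be separated. The paper's RT-qPCR gives lower median Ct values with Method QE for MYL2, MYH6 and MYH7.

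No gene passed edgeR's interaction test of the method with the name suffix of the Method BL library, B in 5 animals and R in 3 (0 of 14165 genes, 534 at an unadjusted p under 0.05, 0 and 605 with limma-voom). With a count of 0, each of the 56 choices of 3 of 8 animals gives at least as many genes (the highest other 28), so the choices say nothing about chance here.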
